A study of Mus musculus with 16 samples. Its data were reported in "Luteolin Modulates Neural Stem Cells Fate Determination: In vitro Study on Human Neural Stem Cells, and in vivo Study on LPS-Induced Depression Mice Model" (2021).

How the data were processed

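The samples were hippocampi of mice from a study of depression-like behaviour. Lipopolysaccharide (LPS), a bacterial cell wall component that triggers inflammation, was injected once at 850 µg/kg on day 1. Luteolin, a plant flavone, was then given by mouth at 10 mg/kg once a day for 8 days, and the animals were killed on day 9. The 4 groups were PBS (vehicle alone), LPS, PBS+L (luteolin alone) and LPS+L (LPS followed by luteolin). The study kept 6 mice per group, and the labels assign the arrays to 2 mice per group with 2 arrays per mouse, which makes 16 arrays from 8 mice. Behaviour, serum and cell culture data of the study were not analysed here.

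RNA was hybridised to whole-genome mouse array strips made of perfect-match probes. The deposited value table holds log2 signals that the authors computed by RMA (robust multi-array average) in the Affymetrix Expression Console. It had 45141 probe sets, values from 1.10 to 12.7 and 0 missing values. The authors' deposited comparison tables, made with Transcriptome Analysis Console 4.0, add group averages in log2, a signed linear fold change (a score without a unit) and p-values, unadjusted and adjusted. These averages, fold changes and p-values were set beside the values here and entered no test. The genome build was not stated and no coordinates were used. Detection calls were not used here, and the number of arrays limits the precision.

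Gene symbols came from the authors' deposited tables. After 104 control probe sets were left out, 45037 remained, of which 38129 carried 1 usable symbol, 1253 carried several, 5654 carried none and 1 had a symbol damaged by a spreadsheet program. Each gene was represented by the probe set with the highest mean over all arrays, which gave 20751 genes. The 2 arrays of a mouse were averaged, so the mouse was the replicate and each group had n = 2. Group labels came from the sample titles. For 2 arrays, the second arrays of PBS mouse 2 and PBS+L mouse 2, another label field named the other group, and both were tested against their partners.

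The arrays of the mice numbered 1 and those of the mice numbered 2 had different signal distributions and appeared to have been normalized apart. The mice numbered 1 are called set 1 and those numbered 2 set 2, and each set holds 1 mouse of every group. The difference between 2 groups within a set is a comparison of 1 mouse with 1 mouse.

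Groups were compared with limma 3.58.1 in R 4.3.3 (tables read with data.table, version 1.17.8) by a linear model of the 4 group means over the 8 mice with 4 residual degrees of freedom, moderated by empirical Bayes. The contrasts were LPS vs PBS, LPS+L vs LPS, PBS+L vs PBS and the luteolin effect with LPS minus that without LPS. P-values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05, and fold changes are given as log2 with the SE of the contrast in this unblocked fit. The model with the set as a block, called the blocked fit, has 3 residual degrees of freedom and the same fold changes. A single gene in 2 mice against 2 has no exact permutation p below 0.333, two-sided.

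Gene lists were tested with camera of limma with the preset correlation of 0.01 between genes and again with an estimated correlation, and with fry for direction. Camera compares the test statistics of a list with those of all other genes, so its direction can differ from the sign of the mean. P-values were adjusted over the 36 lists within each contrast. Of these lists, 29 were fixed here for cell types, brain regions, neighbouring tissues and pathways, and 7 were taken from gene groups that the study chose on these samples. Of 620 list entries, 597 were measured, 6 of them under an older symbol, and 23 were not. Members past the threshold were counted over all genes and adjusted over the list alone.

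The groups, contrasts, tests, lists, most alternatives and the rule for named genes were set before the data were examined. The rule took 8 genes per direction and comparison, the members with the largest change of each list described, and Gfap, Phgdh, Ttr, H2-K1, Bdnf, Tubb3, Mbp, Il6 and Tnf. Where fewer genes passed the threshold, the places were filled by the smallest unadjusted p under 0.05 among genes whose mice did not overlap between the groups. The rule allowed up to 4 members per list. It was narrowed to 2 after the values were seen. Microglia and cholesterol genes past the threshold over their list in the blocked fit were singled out after their values were seen. The blocked list tests, the blocked fits without 1 mouse, the correlation with LPS vs PBS from 1 set alone and lists of pituitary and hypothalamus genes were also chosen after the data were seen.

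The fold changes of LPS+L vs LPS were correlated across genes with those of LPS vs PBS. Because the LPS mice enter both with opposite sign, the correlation was set beside 1000 draws of simulated groups without any effect that share the middle group (seed 11). The alternatives were each array as a sample, the mouse as a random block, the set or the set and array number as a block, fits on the groups of a comparison alone, all probe sets or their mean per gene, a filter on dim genes, quantile normalization or median centring of the arrays, a variance trend, arrays with conflicting labels left out or exchanged, either array alone, each mouse left out, and the study's thresholds (fold change of 1.3 and unadjusted p under 0.05). Array quality was followed by 13 measures per group of 4 arrays with Dixon's test, which cannot set a mouse apart because its 2 arrays are alike, so its result is not used.

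The procedure was tested on simulated data with 200 of 20751 genes changed. At a true log2 fold change of 1 the unblocked fit recovered 0 of them in each comparison and the blocked fit 71.0%, 79.0% and 75.5%, with 6 to 8 false calls. At 3 the recovery was 53.5%, 62.5% and 50.0% unblocked and 98.5%, 99.0% and 98.5% blocked. A list of 20 genes shifted by 1 was called with the preset correlation in both fits. With an estimated correlation it was called only in the blocked fit (adjusted p = 0.0243, 0.0213 and 0.0488, against 0.214, 0.207 and 0.167 unblocked), and 0 of 50 random lists were called. The simulated noise was independent between genes. The test therefore cannot show how the preset correlation fares on lists whose genes vary together. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.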

Results

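Gene expression was measured in the hippocampus, a brain region for memory and mood, of mice given PBS, LPS, luteolin alone (PBS+L) or LPS followed by luteolin (LPS+L). Each group held 2 mice and each mouse 2 arrays, 16 arrays in all, on which 20751 genes had a log2 signal. The arrays of 1 mouse lay close together, with a median SD of 0.056 between them, while the median SD between the mice of a group was 0.38. That spread followed the mouse number. The median signal of a mouse ran from 3.93 to 3.99 in set 1 (the 4 mice numbered 1) and from 3.21 to 3.27 in set 2 (the 4 mice numbered 2), and the first principal component, which separated the sets, held 85.3% of the variance. After the set was taken out, the median SD between mice was 0.10. Values within each set are therefore given beside the means, set 1 first. Each SE is that of the unblocked fit and so also carries the set difference. In LPS vs PBS it was 0.30, 1.56 and 0.81 for C1qc, Gfap and Dsp, against 0.17, 0.32 and 0.78 in the blocked fit. Fits without 1 mouse are unblocked unless stated, so their values also carry the set difference, and a call that ended in them does not by itself rest on that mouse.

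The arrays of a mouse correlated at 0.997 to 0.999 across genes, arrays of different mice within a set at 0.985 to 0.997, and those of mouse 1 and mouse 2 of a group at 0.954 to 0.971. Genes are not independent replicates in such correlations. The 2 arrays with conflicting labels, in PBS mouse 2 and PBS+L mouse 2, correlated at 0.999 with the partner named by their titles and at 0.994 with the partner named by the other label field. The mouse named by the title was kept.

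The PBS mice each stood apart in markers of a tissue next to the hippocampus. Markers of the striatum, the input nucleus of the basal ganglia, averaged 6.81 in PBS mouse 1 against 4.83 to 5.41 in the other mice of set 1, and Scn4b, a sodium channel subunit, was at 6.66 against 4.31 to 4.39. Markers of the choroid plexus, which makes cerebrospinal fluid, averaged 5.52 in PBS mouse 2 against 3.73 to 4.04 in the other mice of set 2, and Ttr, its carrier of thyroid hormone, was at 12.6 against 9.36 to 10.8. Gh, the pituitary growth hormone, was at 9.36 in PBS mouse 1 against 3.50 to 4.37 in its set. Both comparisons with PBS rest on these 2 mice.

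**Figure D1:**
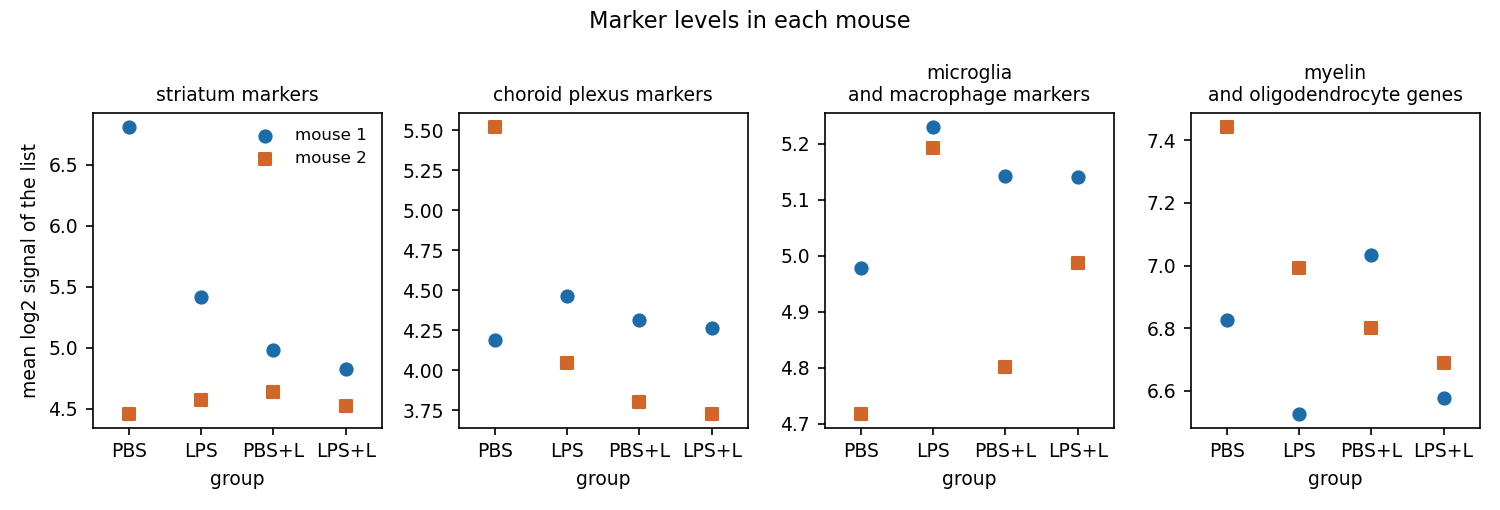
Mean log2 signal of 4 marker lists (y axis) in each mouse, by group (x axis), with circles for the mice numbered 1 and squares for those numbered 2. PBS mouse 1 had the highest striatum mean (6.81) and PBS mouse 2 the highest choroid plexus mean (5.52), and both LPS mice exceeded the PBS mouse of their set in the microglia list (5.23 against 4.98 and 5.19 against 4.72). In that list the PBS+L mouse of each set also exceeded the PBS mouse (5.14 and 4.80).

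LPS vs PBS asked what a single dose of LPS left behind in the hippocampus on day 9. Markers of microglia and macrophages, the immune cells of the brain, rose as a group, with a mean log2 fold change of 0.36 over 28 genes (0.25 and 0.48 within the sets), and 21 of the 28 were higher in both sets and 0 lower in both. The call rested on the preset correlation of camera (adjusted p = 0.0669 with an estimated correlation unblocked and 0.706 with an estimated correlation in the blocked fit). RNA integrity moved in this comparison too, with a difference between 3' and 5' probe sets of Actb of 1.499 in LPS and 2.15 in PBS in set 1 and 1.89 and 1.76 in set 2, and of Gapdh of 0.81 and 1.39 in set 1 and 1.02 and 0.92 in set 2. The complement genes C1qa, C1qb and C1qc, which encode the chains of the C1q protein that microglia secrete, had log2 fold changes of 0.79 ± 0.27, 0.78 ± 0.32 and 1.12 ± 0.30 (SE, n = 2 mice per group). Genes of myelin, the sheath that oligodendrocytes wrap around axons, fell as a group by 0.38 on the log2 scale over 26 genes, of which 19 were lower in both sets and 1 higher (adjusted p = 0.168 with an estimated correlation). Mobp, a structural myelin protein, stood at −1.19 ± 0.40, Cldn11, a tight junction protein of myelin, at −0.85 ± 0.42, and Mbp at −0.35 ± 0.23. No single gene passed the threshold.

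**Figure D2:**
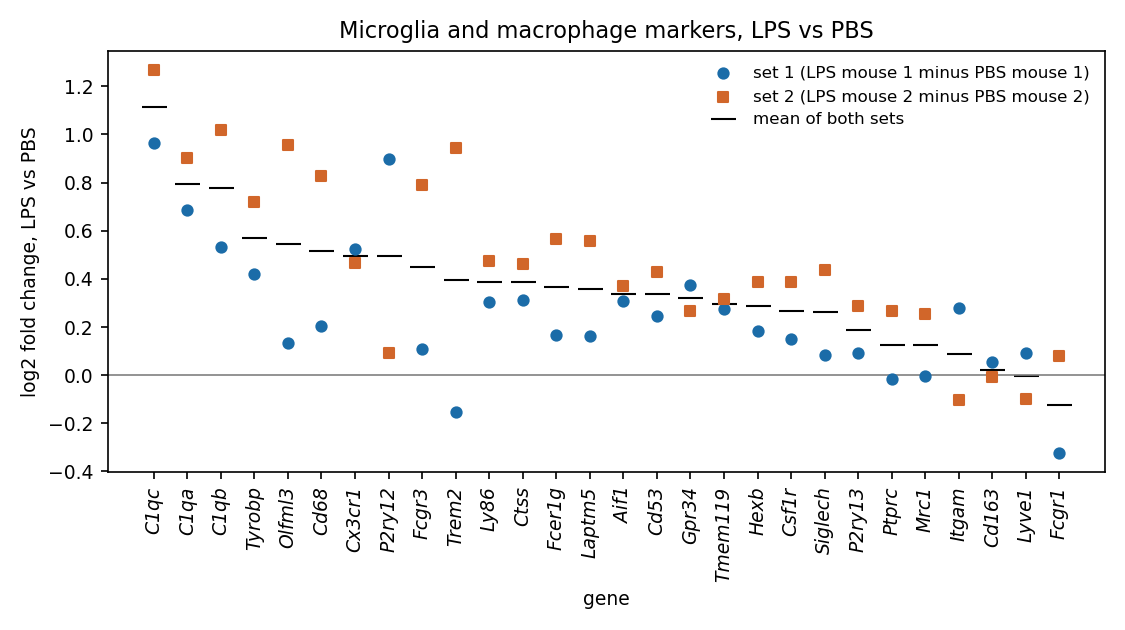
Log2 fold change of LPS vs PBS (y axis) for the 28 microglia and macrophage markers (x axis), with circles for set 1, squares for set 2 and bars for their mean. Of the 28 genes, 21 lay above 0 in both sets and C1qc had the highest mean, 1.12.

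The microglia call had an adjusted p of 4.66e-29 with the preset correlation (camera) and 1.17e-16 in the blocked fit, and leaving out any 1 mouse kept it, with means from 0.23 to 0.49. Of the 28 markers, 0 passed over all genes and 0 adjusted over the list alone, and in the blocked fit 0 passed over all genes and 9 adjusted over the list alone. These 9, singled out after their values were seen, were Aif1 (0.34), Cx3cr1 (0.50), the signalling adaptor Tyrobp (0.57), the lysosomal protein Cd68 (0.52), Ly86 (0.39), Cd53 (0.34) and the C1q genes. The myelin call had an adjusted p of 4.25e-26, with means of −0.30 and −0.45 within the sets. It ended without PBS mouse 2 (mean −0.068, adjusted p = 0.470) and without LPS mouse 1 (mean −0.14, adjusted p = 0.471). Of the myelin genes, 0 passed over all genes and 0 adjusted over the list alone in either fit.

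The cytokine and NF-kB target genes, which inflammatory signals switch on, rose as a group with a mean of 0.11 in either set over 27 genes, 10 of them higher in both sets and 1 lower (adjusted p = 0.0458, and adjusted p = 0.689 with an estimated correlation). The call ended without PBS mouse 1 (mean 0.42, adjusted p = 0.140), PBS mouse 2 (−0.20, adjusted p = 0.591) or LPS mouse 1 (−0.20, adjusted p = 0.823), and with a variance trend (adjusted p = 0.157). Within the list, Ptgs2, the enzyme cyclooxygenase-2, was at 0.49 ± 0.32, the adhesion molecule Vcam1 at 0.33 ± 0.44 and the cytokine Tnf at 0.0030 ± 0.39. Il6 was at −0.0037 ± 0.64, with a signal of 2.61 in PBS mouse 1 and 1.57 in PBS mouse 2, where background probe sets averaged 2.41 and 1.93, so its values in this and the other contrasts cannot show an absence of change. Antigen presentation genes rose as a group with a mean of 0.16, carried by set 2 (−0.028 and 0.34), with 3 of 17 higher in both sets (adjusted p = 0.0171, blocked 0.0543, and adjusted p = 0.415 with an estimated correlation). Without PBS mouse 1, PBS mouse 2 or LPS mouse 2 this call also ended (means of 0.28, 0.040 and 0.090). Cd74, the chain that escorts MHC class II molecules, was at 0.48 ± 0.55, the immunoproteasome subunit Psmb8 at 0.42 ± 0.37 and the MHC class I gene H2-K1 at 0.23 ± 0.39. The study's own list of antigen presentation genes rose by a mean of 0.25 with 10 of 16 higher in both sets (adjusted p = 2.13e-08, and adjusted p = 0.168 with an estimated correlation). Since the study chose it on these samples, its direction is not independent evidence. Its adjusted p was 0.104 without PBS mouse 1 and 0.430 without LPS mouse 2.

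Lists of other cell types and regions differed between the sets. Striatum markers fell as a group by 0.64 over 16 genes, at −1.39 in set 1 and 0.11 in set 2 (adjusted p = 3.04e-14, and adjusted p = 0.304 with an estimated correlation), and without PBS mouse 1 their mean was 0.53. Ppp1r1b, which encodes the dopamine-regulated phosphatase inhibitor DARPP-32, was at −1.29 ± 0.62 and Scn4b at −1.02 ± 0.69. Neocortex markers fell by 0.13 (−0.67 and 0.42, adjusted p = 0.0287, blocked 0.0771, and adjusted p = 0.599 with an estimated correlation), with Rorb at −0.37 ± 0.37 and Stard8 at −0.36 ± 0.62. Their mean was 0.39 without PBS mouse 1, and −0.10 without LPS mouse 1 with an adjusted p of 0.702. Set 1 also carried the dentate gyrus markers (mean 0.31, with 0.77 and −0.14 within the sets, and −0.12 without PBS mouse 1) and the astrocyte markers (mean 0.19, with 0.49 and −0.11, and −0.17 without PBS mouse 1). Both rose as groups with the preset correlation (adjusted p = 0.000166 and 7.83e-06), with adjusted p = 0.415 and adjusted p = 0.557 with an estimated correlation. The blocked fit ended the dentate gyrus call (adjusted p = 0.0547) and kept the astrocyte call (0.00997). Dsp, a desmosome protein of granule cells, was at 1.01 ± 0.81, C1ql2 at 0.80 ± 0.57, the radial glia protein Fabp7 at 0.78 ± 0.40, the water channel Aqp4 at 0.58 ± 0.45 and Gfap, the intermediate filament of astrocytes, at 0.39 ± 1.56. The 3 probe sets of Gfap ran from 0.39 to 1.70. Leaving out LPS mouse 2 ended the dentate gyrus and astrocyte calls (adjusted p = 0.498 and 0.837).

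Choroid plexus markers fell as a group by 0.60 over 23 genes, at 0.28 in set 1 and −1.47 in set 2 (adjusted p = 7.60e-27, and adjusted p = 0.168 with an estimated correlation), and without PBS mouse 2 their mean was 0.068. The clone gene 1500015O10Rik, expressed in the choroid plexus, was at −1.74 ± 1.495, the potassium channel Kcnj13 at −1.30 ± 0.87 and Ttr at 0.44 ± 1.15 (2.64 and −1.77). Ependymal and ciliated cell markers fell by 0.16 (0.16 and −0.47, adjusted p = 0.000166, and adjusted p = 0.473 with an estimated correlation), with Dynlrb2 at −0.45 ± 0.43 and Ccdc153 at −0.38 ± 0.53, and their mean was −0.022 without PBS mouse 2 and 0.029 without LPS mouse 2. Markers of the meninges and fibroblasts rose by 0.25 with 11 of 23 higher in both sets (0.29 and 0.22, adjusted p = 1.66e-06, and adjusted p = 0.291 with an estimated correlation), a call lost without PBS mouse 1 or LPS mouse 2 (adjusted p = 0.508 and 0.430). The matrix proteoglycan Dcn was at 1.62 ± 0.74 and the transporter Slc6a20a at 0.76 ± 0.41. The study's list of neurogenesis genes fell by 0.28 with 13 of 30 lower in both sets (−0.040 and −0.52, adjusted p = 3.42e-19, and adjusted p = 0.0727 with an estimated correlation). It was chosen on these samples and is not independent evidence, its largest falls were in the choroid plexus genes Otx2 (−0.92 ± 0.60) and Enpp2 (−0.92 ± 0.71), and without PBS mouse 2 its mean was −0.11 with an adjusted p of 0.910.

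Over all genes, limma called 0 of 20751 genes for LPS vs PBS in the unblocked fit and 0 in the blocked fit, where the lowest adjusted p was 0.890. At an unadjusted p under 0.05 there were 27 genes unblocked (17 up, 10 down) and 675 blocked (465 up, 210 down). A share of 0.05 of all genes is 1038, which cannot serve as the count due to chance here. The unblocked spread holds the set difference, and genes vary together in either fit. The same sign in both sets was found for 42.9% of genes (5586 higher, 3321 lower). The unblocked balance turned with the scaling, to 29 up and 35 down with quantile normalization and 4 up and 6 down with array medians subtracted, and without PBS mouse 2 the count was 310. Sulf1, an extracellular heparan sulfatase, had the lowest unadjusted p, with a log2 fold change of −1.16 ± 0.28 (−1.04 and −1.27). The other genes named by the rule, none of which passed (adjusted p = 1 each), were higher for Crym (1.37 ± 0.40), a thyroid hormone-binding protein, Cnnm1 (1.19 ± 0.37), Mfsd4 (0.88 ± 0.30), the muscle glycolytic enzyme Pgam2 (0.86 ± 0.28), the vesicle protein Vamp3 (0.85 ± 0.26) and the apoptosis scaffold Apaf1 (0.66 ± 0.22). They were lower for the RNA-binding proteins Rbm45 (−1.05 ± 0.30) and Taf15 (−0.71 ± 0.25), Pcolce2 (−0.97 ± 0.38), Bcas1 (−0.87 ± 0.32), a gene of young oligodendrocytes, Prr18 (−0.80 ± 0.31) and the cell cycle inhibitor Cdkn1c (−0.69 ± 0.23). The neurotrophin Bdnf stood at 0.64 ± 0.45 (1.41 and −0.13), the neuronal tubulin Tubb3 at 0.13 ± 0.45 and the serine synthesis enzyme Phgdh at −0.040 ± 0.24, with its 4 probe sets from −1.72 to −0.040. Of the genes named for this contrast, Vamp3, Mfsd4, Bcas1, Mbp, Psmb8, Vcam1 and Rorb had a probe set of the opposite sign. In the blocked fit, leaving out PBS mouse 1 gave 76 genes past the threshold (29 up, 47 down) and leaving out PBS mouse 2 gave 483 (232 up, 251 down). PBS is then 1 mouse that stands apart in choroid plexus or striatum markers and is assumed to vary like the other groups, so these calls, and those of the other contrasts with PBS below, can reflect that mouse alone.

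In the lists other than microglia, 0 members passed over all genes in either fit and 0 adjusted over the list alone unblocked, while the blocked fit gave 1 adjusted over the list alone in the striatum list (Six3), 1 in the choroid plexus list (Sulf1) and 1 in the study's neurogenesis list (Six3), named after their values were seen. The other lists fixed here did not pass in LPS vs PBS, among them the following. Interferon-stimulated genes had a mean of 0.056, reactive astrocyte genes 0.10, genes of stem cells and newborn neurons 0.072, general neuron genes −0.016, endothelial and pericyte markers 0.10, blood cell genes 0.11, thalamus and habenula markers −0.017, neurotrophin, stress and monoamine genes 0.067, and endoplasmic reticulum chaperones −0.038 (adjusted p = 0.0522). Oligodendrocyte precursor markers had a mean of −0.014 and a median of 0.0069. The preset correlation gave 15 of 36 lists past the threshold, 11 of them among the 29 fixed here (6 up, 5 down), the blocked fit 12, and an estimated correlation 0 in either fit. Fry, which asks whether the members of a list move one way, called 0 in either fit.

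LPS+L vs LPS asked what luteolin changed in mice that had received LPS. Markers of the glia were lower with luteolin: the astrocyte list fell as a group by 0.20 on the log2 scale, with 18 of 26 genes lower in both sets and 0 higher, and the microglia list fell by 0.15, with 15 of 28 lower in both sets and 3 higher. Either list had adjusted p = 0.719 with an estimated correlation, and RNA integrity and array background moved between these groups as well, as given below. C1qc stood at −0.53 ± 0.30 and the microglial purine receptor P2ry12 at −0.58 ± 0.31, and among astrocyte genes the GABA transporter Slc6a11 at −0.44 ± 0.23 and the surface proteoglycan Gpc5 at −0.43 ± 0.22 (SE, n = 2 mice per group). Interferon-stimulated genes, the antiviral program, rose by a mean of 0.10 with 11 of 26 higher in both sets and 3 lower, with the GTPases Iigp1 at 0.66 ± 0.64 and Igtp at 0.72 ± 0.29 (adjusted p = 0.719 with an estimated correlation). Genes of cholesterol synthesis had a mean of −0.11 and did not pass as a list (adjusted p = 0.128), with Sqle, the squalene epoxidase, at −0.37 ± 0.19. No single gene passed the threshold.

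The astrocyte means were −0.32 and −0.080 within the sets (adjusted p = 0.000560, blocked 0.00357), and the microglia means −0.089 and −0.21 (adjusted p = 0.0127, blocked 0.0346). Both calls ended without LPS mouse 2 or LPS+L mouse 1, with means of −0.14 and −0.020 for astrocytes and −0.17 and −0.22 for microglia, and the astrocyte call also with the median of each array subtracted (adjusted p = 0.0529). The interferon means were 0.17 and 0.021 (adjusted p = 0.0274, blocked 0.125), and the call ended without LPS mouse 1, LPS+L mouse 1 or LPS+L mouse 2 (means of 0.28, −0.16 and 0.36). Over all genes 0 members of these lists passed in either fit, and adjusted over the list alone 0 unblocked, while the blocked fit gave 2 interferon genes (Irf7 and Iigp1), 1 astrocyte gene (Gpc5) and 0 microglia genes. RNA integrity moved with the groups: the difference between 3' and 5' probe sets of Actb was 2.02 in LPS+L and 1.499 in LPS in set 1 and 1.97 and 1.89 in set 2, and the mean of 23 background probe sets was 2.60 against 2.47 and 2.10 against 1.99.

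Markers of the dentate gyrus fell by 0.28 with 9 of 15 lower in both sets (−0.39 and −0.17, adjusted p = 0.0127, blocked 0.0830, and adjusted p = 0.719 with an estimated correlation), with Dsp at −0.84 ± 0.81 and the axon guidance protein Sema5a at −0.54 ± 0.69. Markers of the meninges and fibroblasts fell by 0.38 with 12 of 23 lower in both sets (−0.19 and −0.58, adjusted p = 9.41e-06, blocked 0.00357, and adjusted p = 0.719 with an estimated correlation), with the growth factor Igf2 at −1.30 ± 0.79 and Slc6a20a at −0.90 ± 0.41. Immediate early genes, which neuronal activity switches on, rose by 0.11 with 7 of 16 higher in both sets (−0.037 and 0.26, adjusted p = 0.0334, blocked 0.356, and adjusted p = 0.719 with an estimated correlation), with Arc at 0.39 ± 0.32 and Egr1 at 0.29 ± 0.39. The dentate gyrus call ended without LPS mouse 2 or LPS+L mouse 1 (means of −0.30 and −0.19), the meninges call without LPS+L mouse 2 (−0.17) and the immediate early call without LPS mouse 1 or LPS+L mouse 2 (0.11 and −0.037). The Actb difference and the background named above moved with these groups as well. In these 3 lists 0 members passed over all genes and 0 adjusted over the list alone in either fit. Quantile normalization also ended the dentate gyrus, interferon and immediate early calls (adjusted p = 0.0533, 0.308 and 0.0623).

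Cholesterol synthesis genes were lower in both sets for 9 of 19 and higher for 2. Over all genes 0 passed in either fit, and adjusted over the list alone 0 passed unblocked. Those past it adjusted over the list alone in the blocked fit included Fdps (−0.33 ± 0.20), Sqle and Sc4mol (−0.42 ± 0.27), which were lower, and Lss (0.31 ± 0.20), the cyclase between Sqle and Sc4mol, which was higher. They were singled out after their values were seen, and these directions depended on the probe set: another one was at 0.16 for Fdps, 0.11 for Sc4mol and −0.13 for Lss, while Sqle had 1 alone. Lists that the study chose on these samples are not independent evidence of their direction. Its signalling genes rose by 0.24 with 18 of 22 higher in both sets (0.24 and 0.25, adjusted p = 3.14e-05, and adjusted p = 0.719 with an estimated correlation), with 10 past the threshold adjusted over the list alone in the blocked fit and 0 unblocked. The test kept its call without each of the 8 mice, while the mean was 0.53 without LPS mouse 1, −0.041 without LPS mouse 2, −0.037 without LPS+L mouse 1 and 0.53 without LPS+L mouse 2. Among the 10 genes were Rps6, a ribosomal protein (0.78 ± 0.19), and the lipoxygenase Alox8 (0.57 ± 0.26). Its fatty acid genes fell by 0.31 with 7 of 8 lower in both sets (adjusted p = 0.000560, and adjusted p = 0.719 with an estimated correlation), with the acyl-CoA enzymes Acsl3 at −0.57 ± 0.41 and Acot1 at −0.43 ± 0.35, and with 2 members (Acsl3 and Elovl2) past the threshold adjusted over the list alone in the blocked fit and 0 over all genes. The call ended without LPS mouse 1 (mean −0.10) or LPS+L mouse 2 (−0.16). Its GABAergic synapse genes had a mean of −0.16 with 7 of 8 lower in both sets and did not pass (adjusted p = 0.0725), with Gad1, which makes GABA, at −0.40 ± 0.24 and Glul, the glutamine synthetase of astrocytes, at −0.31 ± 0.25. That list had a mean of −0.074 without LPS+L mouse 1 (adjusted p = 0.673) and passed without LPS mouse 1 (mean −0.16, adjusted p = 0.0311) and without LPS+L mouse 2 (mean −0.26, adjusted p = 0.0103).

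Over all genes, limma called 0 genes for LPS+L vs LPS in the unblocked fit and 0 in the blocked fit, where the lowest adjusted p was 0.298. At an unadjusted p under 0.05 there were 90 genes unblocked (4 up, 86 down) and 2979 blocked (1268 up, 1711 down). Neither count can be weighed against 1038, which is 0.05 of all genes, for the reasons given for LPS vs PBS. The same sign in both sets was found for 63.6% of genes (6554 higher, 6640 lower). The unblocked excess of lower genes was smaller under another scaling, with 81 up and 130 down with quantile normalization and 17 up and 28 down with array medians subtracted, and without LPS mouse 1 the count was 16. The genes named by the rule, none of which passed (adjusted p = 1 each), were lower for Sp3 (−1.16 ± 0.32), Acpl2 (−1.15 ± 0.33), Kirrel3 (−1.12 ± 0.25), Pitpnc1 (−0.88 ± 0.23), Echdc1 (−0.82 ± 0.21), Zc3h6 (−0.80 ± 0.22), Srsf10 (−0.76 ± 0.20) and Snhg1 (−0.72 ± 0.19). Rbm45 (1.02 ± 0.30) and Zfp788 (0.55 ± 0.21) were higher. Rbm45 was lower in LPS vs PBS, but the LPS mice enter both contrasts with opposite sign. Ttr was at −1.94 ± 1.15 (−2.43 and −1.46), Bdnf at −0.41 ± 0.45, Gfap at −0.25 ± 1.56 (probe sets from −1.16 to −0.25), Tubb3 at 0.26 ± 0.45, Mbp at −0.18 ± 0.23, Il6 at −0.014 ± 0.64 and Tnf at 0.045 ± 0.39. The values of Phgdh (−0.085 ± 0.24) and H2-K1 (0.035 ± 0.39) depended on the probe set: 3 of the 4 of Phgdh pointed the other way, up to 2.72, and the 3 of H2-K1 reached 0.74. A probe set of the opposite sign was also found for Zfp788, Kirrel3, Pitpnc1, Snhg1, Acpl2, Bdnf, Mbp, Slc6a11, Dsp, Sema5a and Igf2. With each array as a sample, which counts arrays of 1 mouse as replicates, 120 genes passed.

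Among the lists that did not pass in LPS+L vs LPS, targets of NRF2, the antioxidant regulator, had a mean of −0.039, targets of the aryl hydrocarbon receptor, which binds flavonoids, 0.0052, and serine synthesis and ATF4 target genes −0.10. Cytokine and NF-kB targets had a mean of 0.057, myelin genes −0.13, and antigen presentation genes a mean of 0.0027 and a median of −0.044. The preset correlation gave 10 of 36 lists past the threshold, 6 of them among those fixed here (2 up, 4 down), the blocked fit 7, and an estimated correlation or fry 0 in either fit.

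**Figure D3:**
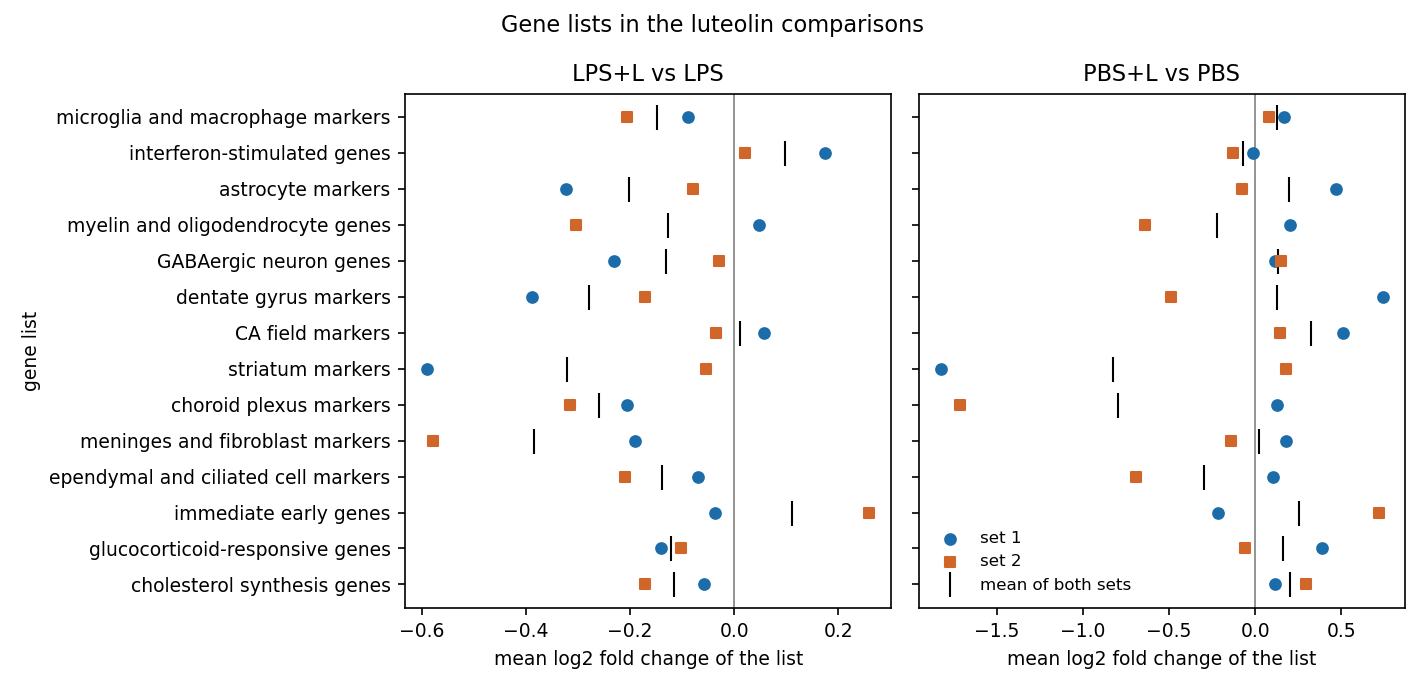
Mean log2 fold change (x axis) of the gene lists described for luteolin (y axis) in LPS+L vs LPS and PBS+L vs PBS, with circles for set 1, squares for set 2 and bars for their mean. The astrocyte mean was below 0 in both sets in LPS+L vs LPS (−0.32 and −0.080), while in PBS+L vs PBS the striatum mean was carried by set 1 (−1.83) and the choroid plexus mean by set 2 (−1.72).

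PBS+L vs PBS asked what luteolin did in mice without LPS. Fold changes are given as PBS+L relative to PBS, as the authors' deposited table has them, and the counts in the text of the study point the opposite way. Cholesterol synthesis genes rose as a group by 0.20, with 12 of 19 higher in both sets and 1 lower, among them the sterol oxidase Sc4mol at 0.43 ± 0.27 (SE, n = 2 mice per group; 0.0041 on its other probe set). That list had adjusted p = 0.366 with an estimated correlation. RNA integrity moved in this comparison too. The difference between 3' and 5' probe sets of Actb was 1.71 in PBS+L and 2.15 in PBS in set 1 and 1.84 and 1.76 in set 2. That of Gapdh was 0.95 and 1.39 in set 1 and 0.89 and 0.92 in set 2. Markers of the CA fields, the pyramidal cell layers of the hippocampus, rose by 0.33 with 7 of 16 higher in both sets, and microglia markers by 0.12 with 13 of 28, with C1qc at 0.52 ± 0.30 and C1qa at 0.47 ± 0.27. These lists had adjusted p = 0.195 and adjusted p = 0.499 with an estimated correlation. Interferon-stimulated genes fell by 0.071 with 11 of 26 lower in both sets, with Ifit3 at −0.46 ± 0.29 and the virus-tethering protein Bst2 at −0.42 ± 0.27 (adjusted p = 0.583 with an estimated correlation). No single gene passed the threshold.

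The cholesterol means were 0.11 and 0.29 within the sets (adjusted p = 4.30e-06, blocked 0.000116). That call ended without PBS mouse 1 or PBS+L mouse 2 (means of 0.19 and 0.10) and with the groups of the conflicting arrays exchanged (0.056, adjusted p = 0.209). The CA field means were 0.51 and 0.15 (adjusted p = 0.000108, blocked 0.0153), with Fibcd1 at 1.20 ± 0.93 (2.39 and 0.012) and the mineralocorticoid receptor Nr3c2 at 0.91 ± 0.52. This call ended too without PBS mouse 1 or PBS+L mouse 2 (0.13 and 0.31). The microglia means were 0.17 and 0.083 (adjusted p = 0.0186, blocked 0.0519), and the call ended without PBS mouse 1 (0.25), PBS mouse 2 (−0.0054) or PBS+L mouse 1 (−0.046). The interferon means were −0.014 and −0.13 (adjusted p = 0.00293, blocked 0.0191), and the call ended without PBS mouse 2 (−0.32) or PBS+L mouse 2 (0.24), with quantile normalization (adjusted p = 0.215) and with the conflicting arrays exchanged (0.0046). Without PBS mouse 1 the interferon mean lay above 0 as well. In these 4 lists 0 members passed over all genes and 0 adjusted over the list alone in either fit. Markers of the striatum and choroid plexus moved in the same comparison, as given below.

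Astrocyte markers rose by 0.20, at 0.47 in set 1 and −0.076 in set 2 (adjusted p = 0.000304, and adjusted p = 0.635 with an estimated correlation), with Fabp7 at 0.62 ± 0.40, the glycogen regulator Ppp1r3c at 0.55 ± 0.32 and Gfap at 0.24 ± 1.56 (probe sets from 0.24 to 1.03). Without PBS mouse 1 the mean was −0.16, and without PBS+L mouse 2 it was 0.11 with an adjusted p of 0.591. Glucocorticoid-responsive genes rose by 0.16 (0.39 and −0.059, adjusted p = 0.00713, blocked 0.0806, and adjusted p = 0.532 with an estimated correlation), with Zbtb16 at 0.49 ± 0.30 and Errfi1 at 0.47 ± 0.29. Their mean was −0.039 without PBS mouse 1, and without PBS+L mouse 2 it was 0.18 with an adjusted p of 0.672. Immediate early genes rose by 0.25 (−0.21 and 0.72, adjusted p = 0.000575, blocked 0.0539, and adjusted p = 0.532 with an estimated correlation), with Nr4a3 at 0.91 ± 0.49 and Fosl2 at 0.79 ± 0.32, and without PBS mouse 2 or PBS+L mouse 2 their means were 0.089 and −0.051. GABAergic neuron genes rose by 0.13 with 7 of 18 higher in both sets (0.12 and 0.15, adjusted p = 0.0401, blocked 0.119, and adjusted p = 0.455 with an estimated correlation), with the calcium-binding protein Calb2 at 0.84 ± 0.50. That call ended without PBS mouse 1, PBS+L mouse 2 or either LPS+L mouse (adjusted p = 0.887, 0.628 and 0.0518) and with quantile normalization (0.336).

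Myelin genes fell by 0.22, at 0.20 in set 1 and −0.64 in set 2 (adjusted p = 2.34e-09, and adjusted p = 0.429 with an estimated correlation), with 7 of 26 lower in both sets. Mobp was at −0.84 ± 0.40, the lysophosphatidic acid receptor Lpar1 at −0.52 ± 0.29 and Mbp at −0.25 ± 0.23, and without PBS mouse 2 the mean of the list was 0.088. Striatum markers fell by 0.82 (−1.83 and 0.18, adjusted p = 9.89e-15, and adjusted p = 0.350 with an estimated correlation), with the opioid precursor Penk at −1.94 ± 1.14 and Ppp1r1b at −1.50 ± 0.62, and without PBS mouse 1 their mean was 0.35. Choroid plexus markers fell by 0.80 (0.12 and −1.72, adjusted p = 2.29e-29, and adjusted p = 0.215 with an estimated correlation), with 1500015O10Rik at −2.81 ± 1.495 and Kcnj13 at −1.64 ± 0.87, and without PBS mouse 2 their mean was −0.13 with an adjusted p of 0.917. Ependymal and ciliated cell markers fell by 0.30 (0.10 and −0.69, adjusted p = 1.15e-08, and adjusted p = 0.350 with an estimated correlation), with Dynlrb2 at −0.77 ± 0.43 and Ccdc153 at −0.68 ± 0.53, and without PBS mouse 2 their adjusted p was 0.997. Of the lists in this paragraph and the one before, 0 members passed over all genes in either fit and 0 adjusted over the list alone unblocked. The blocked fit gave 1 adjusted over the list alone for the striatum (Six3) and 1 for the choroid plexus (Sulf1), and 0 for the myelin, ependymal, astrocyte, glucocorticoid and immediate early lists. Exchanging the groups of the arrays with conflicting labels turned the myelin, choroid plexus, ependymal and immediate early means to 0.11, 0.061, 0.060 and −0.097.

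The study's list of gliogenesis genes higher with luteolin rose by 0.28, with 10 of 18 higher in both sets and 0 lower (0.26 and 0.29, adjusted p = 8.63e-08, blocked 4.10e-06, and adjusted p = 0.136 with an estimated correlation). Vtn, the matrix protein vitronectin, was at 0.70 ± 0.23 and the transcription factor Egr2 at 0.49 ± 0.36. Its list of gliogenesis genes lower with luteolin had a mean of 0.041 and a median of 0.056 and did not pass (adjusted p = 0.972), while the test pointed down, with Ppap2b at 0.41 ± 0.33 and the matrix protein Fn1 at 0.27 ± 0.22. Its mean was −0.20 without PBS mouse 1, 0.28 without PBS mouse 2, 0.083 without PBS+L mouse 1 and −0.0010 without PBS+L mouse 2. The study chose both lists on these samples, so they are not independent evidence. Over all genes 0 members of either list passed, and adjusted over the list alone 0 passed unblocked, and 2 of the first list, Pdgfb and Vtn, and 0 of the second in the blocked fit.

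Over all genes, limma called 0 genes for PBS+L vs PBS in the unblocked fit and 0 in the blocked fit, where the lowest adjusted p was 0.406. At an unadjusted p under 0.05 there were 41 genes unblocked (32 up, 9 down) and 1458 blocked (1212 up, 246 down). Neither count can be weighed against 1038, which is 0.05 of all genes, for the reasons given for LPS vs PBS. The same sign in both sets was found for 52.3% of genes (6350 higher, 4493 lower). The unblocked excess of higher genes did not hold under another scaling, with 51 up and 45 down with quantile normalization and 4 up and 7 down with array medians subtracted. With the conflicting arrays exchanged 0 genes lay under this p, and leaving out 1 mouse moved the counts in both fits. The genes named by the rule, none of which passed (adjusted p = 1 each), were higher for Crym (1.51 ± 0.40), Vamp3 (1.29 ± 0.26), Ptgs2 (1.12 ± 0.32), Clstn2 (0.97 ± 0.31), Capn5 (0.88 ± 0.27), Apaf1 (0.85 ± 0.22), Mpp3 (0.82 ± 0.20) and Hspa12a (0.76 ± 0.21). They were lower for Creg2 (−1.31 ± 0.52), Sulf1 (−1.24 ± 0.28), the striatal GTPase Rasd2 (−1.03 ± 0.36), Bcas1 (−0.80 ± 0.32), Cdkn1c (−0.68 ± 0.23), Robo3 (−0.67 ± 0.26), Slc16a6 (−0.55 ± 0.21) and Ltbp3 (−0.48 ± 0.20). Crym, Vamp3, Apaf1, Sulf1, Bcas1 and Cdkn1c were also named for LPS vs PBS, but both contrasts rest on the same PBS mice. Bdnf was at 0.55 ± 0.45, H2-K1 at −0.21 ± 0.39 (probe sets from −0.53 to −0.068), Ttr at −0.070 ± 1.15 (2.06 and −2.20), Tubb3 at 0.064 ± 0.45, Phgdh at −0.014 ± 0.24 (probe sets from −0.13 to 0.32), Il6 at −0.028 ± 0.64 and Tnf at −0.041 ± 0.39. Vamp3, Mpp3, Hspa12a, Bcas1, Ltbp3, Mbp, Nr4a3 and Fn1 had a probe set of the opposite sign in this contrast. The blocked fit gave 144 genes past the threshold without PBS mouse 1 (73 up, 71 down) and 599 without PBS mouse 2 (369 up, 230 down). The preset correlation gave 16 of 36 lists past the threshold, 12 of them among those fixed here (7 up, 5 down), the blocked fit 11, and an estimated correlation or fry 0 in either fit.

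The last contrast asked whether the luteolin effect differed between mice with and without LPS. Cholesterol synthesis genes differed most among the pathway lists fixed here, with a mean of −0.32 for the effect with LPS minus that without (−0.17 and −0.47 within the sets), and 8 of 19 were lower and 2 higher in both sets. Sc4mol stood at −0.85 ± 0.38, Insig1, which holds back the activator of the pathway, at −0.83 ± 0.45, Sqle at −0.72 ± 0.26, Fdps at −0.61 ± 0.28 and Idi1 at −0.44 ± 0.29 (SE, n = 2 mice per group), while another probe set of Sc4mol was at 0.11 and one of Fdps at 0.19. Microglia markers had a mean of −0.27 with 22 of 28 lower in both sets, and interferon-stimulated genes a mean of 0.17 with 11 of 26 higher. The list difference passed with the preset correlation for cholesterol (adjusted p = 0.000550, blocked 0.00413), microglia (0.00181, blocked 0.00420) and interferon genes (0.000926, blocked 0.0115). With an estimated correlation the values were adjusted p = 0.629, adjusted p = 0.629 and adjusted p = 0.659.

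Of the cholesterol genes, 0 passed over all genes in either fit and 0 adjusted over the list alone unblocked, and those past it adjusted over the list alone in the blocked fit included the genes named above, singled out after their values were seen. Of the microglia and interferon genes 0 passed over all genes and 0 adjusted over the list alone in either fit. The cholesterol call ended without PBS mouse 1, LPS mouse 2, PBS+L mouse 2 or LPS+L mouse 1 (means of −0.31, −0.18, −0.22 and −0.24) and with quantile normalization (adjusted p = 0.0971), and the microglia call without LPS mouse 2 (mean −0.29, adjusted p = 0.253). The microglia mean ran from −0.44 without PBS+L mouse 2 to −0.10 without PBS+L mouse 1, and the interferon mean from −0.14 to 0.48 without the same mice. Striatum and choroid plexus markers had means of 0.50 and 0.54 in this contrast. Over all genes, limma called 0 genes in the unblocked fit and 0 in the blocked fit, where the lowest adjusted p was 0.251. At an unadjusted p under 0.05 there were 125 genes unblocked (2 up, 123 down) and 3255 blocked (872 up, 2383 down). Neither count can be weighed against 1038, which is 0.05 of all genes, for the reasons given for LPS vs PBS. The unblocked counts were less one-sided under another scaling, with 70 up and 101 down with quantile normalization and 8 up and 25 down with array medians subtracted. Leaving out 1 mouse moved the counts in both fits. The blocked fit gave 50 genes past the threshold without PBS mouse 1 (22 up, 28 down) and 834 without PBS mouse 2 (178 up, 656 down). Bdnf was at −0.96 ± 0.63 (−1.89 and −0.032), Ttr at −1.87 ± 1.62, Gfap at −0.50 ± 2.20 (probe sets from −2.19 to −0.50), H2-K1 at 0.25 ± 0.55 (probe sets up to 1.27), Tubb3 at 0.20 ± 0.64, Mbp at 0.074 ± 0.32 (probe sets from −0.41 to 0.43), Phgdh at −0.071 ± 0.34 (3 of 4 probe sets the other way, up to 2.40), Tnf at 0.086 ± 0.55 and Il6 at 0.014 ± 0.91, and none passed (adjusted p = 1.00 each). The preset correlation gave 15 of 36 lists past the threshold, 11 of them among those fixed here (5 up, 6 down), the blocked fit 10, and an estimated correlation or fry 0 in either fit.

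Whether luteolin moved genes against the direction of LPS was tested by the correlation across genes of LPS+L vs LPS with LPS vs PBS. Pearson's r was −0.245 and Spearman's rho −0.253 over 20751 genes, which are not independent replicates. The LPS mice enter both contrasts with opposite sign, and simulated groups without an effect gave a mean r of −0.451 with 95% of draws between −0.991 and 0.838. The covariance was −0.0071 against −0.013 in the simulation. With the LPS mice split, so that the contrasts shared none, r was −0.0991 with LPS vs PBS from set 1 and 0.231 with LPS vs PBS from set 2. With LPS+L vs LPS from both sets, r was 0.128 with LPS vs PBS from set 2 alone and −0.354 with it from set 1 alone. Each of these leaves out a PBS mouse and the LPS mouse of its set from LPS vs PBS, so neither can be credited to the PBS mouse.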

Values the study reported

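With a fold change beyond 1.3 in either direction and p below 0.05, the study reported 665 genes that differed between the hippocampus of LPS mice and that of PBS mice, 317 of them higher and 348 lower. For LPS mice given luteolin against LPS mice it gave 1371 genes, with 324 higher and 1047 lower. For luteolin in mice without LPS it stated that 381 genes were higher and 978 lower.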

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

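The tests on the striatum and choroid plexus patterns below were chosen after those results were seen, the tests of the luteolin difference were planned, and the 3 tests on genes lower in LPS+L were written before their results. The results of this part stood out because the luteolin effect differed between mice with and without LPS in a test of the difference itself, with the preset correlation of camera. The mean differences (log2, effect with LPS minus effect without) were −0.27 for microglia markers, 0.17 for interferon-stimulated genes, −0.40 for astrocyte markers, −0.26 for GABAergic neuron genes, −0.41 for markers of the meninges and fibroblasts, −0.29 for glucocorticoid-responsive genes and −0.32 for cholesterol synthesis genes. They were 0.091 for myelin genes, 0.50 for striatum markers, 0.54 for choroid plexus markers and 0.16 for ependymal markers. With an estimated correlation 0 of the 36 lists passed in this contrast (lowest adjusted p = 0.301 with an estimated correlation). In set 1 the Actb difference between 3' and 5' probe sets moved in this contrast as well. It was 2.02 in LPS+L against 1.499 in LPS, and 1.71 in PBS+L against 2.15 in PBS. With the preset correlation in the blocked fit, the GABAergic, meninges and myelin calls ended (adjusted p = 0.0548, 0.0548 and 0.211). The ependymal and glucocorticoid calls ended there too, and 6 of the lists fixed here passed. Within the sets the sign was the same for microglia (−0.25 and −0.29), interferon (0.19 and 0.15), GABAergic (−0.35 and −0.18), meninges (−0.37 and −0.44), glucocorticoid (−0.53 and −0.044), cholesterol (−0.17 and −0.47) and astrocyte lists (−0.79 and −0.0037), and it was opposite for myelin (−0.16 and 0.34), striatum (1.24 and −0.23), choroid plexus (−0.33 and 1.40) and ependymal lists (−0.17 and 0.48).

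Leaving out 1 mouse changed most of these calls, in unblocked fits that also take in the difference between the sets, so an ended call does not show that it rested on that mouse. Without PBS mouse 1 the mean was −0.039 for astrocytes and −0.67 for the striatum, and the adjusted p was 0.208 for GABAergic, 0.241 for meninges, 0.180 for glucocorticoid and 0.0750 for cholesterol genes. Without PBS mouse 2 the mean was −0.22 for myelin, −0.13 for the choroid plexus and 0.023 for ependymal cells. Leaving out LPS mouse 1 ended the myelin (−0.14) and ependymal calls (0.34), and leaving out LPS mouse 2 those of microglia (−0.29, with −0.44 and −0.10 without PBS+L mouse 2 and PBS+L mouse 1), GABAergic (−0.28), meninges (−0.42), glucocorticoid (−0.21) and cholesterol genes (−0.18). Without PBS+L mouse 1 the myelin (0.21) and striatum calls (0.67) ended, and without PBS+L mouse 2 the astrocyte (−0.31), GABAergic (−0.26), ependymal (−0.11), glucocorticoid (−0.31) and cholesterol calls (−0.22). Without LPS+L mouse 1 the astrocyte (−0.22), GABAergic (−0.18), ependymal (−0.099), glucocorticoid (−0.20) and cholesterol calls (−0.24) ended, and without LPS+L mouse 2 the myelin (0.035), striatum (0.66) and meninges calls (−0.20). The interferon test kept its call without each of the 8 mice, but the mean turned to −0.083 without PBS mouse 1, −0.015 without LPS mouse 2, −0.14 without PBS+L mouse 2 and −0.092 without LPS+L mouse 1, and it was 0.42, 0.35, 0.48 and 0.43 without PBS mouse 2, LPS mouse 1, PBS+L mouse 1 and LPS+L mouse 2. Quantile normalization ended this call (adjusted p = 0.0971).

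The first pattern weighed was the high level of striatum and neocortex markers in PBS mouse 1. An effect of the treatments would raise them in both PBS mice, and the striatum mean of PBS mouse 2 lay 0.18 below the highest of its set (−0.180), which argued against it. For a swap with another group that runs this high, a mouse of that group should lie at the same level, and the nearest lay 1.39 away. This distance cannot exclude a swapped mouse that would stand apart in its true group as well. Tissue of neighbouring regions in the sample stayed open and may explain the pattern: 100% of the striatum markers (16 of 16) and 10 of 14 neocortex markers were highest in PBS mouse 1 within its set, with Penk at 9.66 and Tac1 at 9.58, while the mean of dentate gyrus and CA field genes was 5.33 against 5.69 to 5.95 and 22 of these 31 genes were lowest. The shares of striatum and neocortex markers spell out the high means and are no separate support. Gh (9.36) and Pomc (7.74) were also high, while 11 other pituitary markers averaged 3.24 against 3.16 to 3.36.

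The second pattern was the high level of choroid plexus markers in PBS mouse 2. An effect of LPS and luteolin would leave them high in both PBS mice, and the mean of PBS mouse 1 lay below the highest of its set (−0.279), which argued against it. The array with conflicting labels was not the reason, since the arrays of PBS mouse 2 differed by 0.0288 in this mean. Choroid plexus tissue in the sample stayed open and is a candidate explanation. In PBS mouse 2, 91.3% of the markers (21 of 23) were highest within its set, with Ttr at 12.6, Enpp2 at 11.3 and 1500015O10Rik at 8.13. This share spells out the high mean and is no separate support. Ttr is the most abundant of them and was also high in LPS mouse 1 (11.3) and PBS+L mouse 1 (10.7).

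The third pattern was the excess of lower genes in LPS+L vs LPS, where the blocked fit had 1711 lower and 1268 higher genes at an unadjusted p under 0.05 and 0 past the threshold. Without LPS+L mouse 1 the blocked counts of lower and higher genes were nearly even, so the excess did not hold without that mouse. RNA quality stayed open, and its test decided nothing: 74.3% of the 1711 genes were lower in PBS mouse 1 than in PBS+L mouse 1, against 47.9% of all genes, but this pair without LPS also differed in tissue, with striatum means of 6.81 and 4.98, and its Actb values (2.15 and 1.71) lay about as far apart as those of LPS+L and LPS in set 1 (2.02 and 1.499) and not in set 2 (1.97 and 1.89). A higher array background stayed open as well, since the median fold change of the dimmest 25% of genes exceeded that of the brightest 25% by 0.0822 in set 2 and 0.270 in set 1. A difference that the LPS+L mice carry, biological or technical, was the third that stayed open, with a correlation across genes between the sets of 0.628 for LPS+L vs PBS+L and 0.396 for LPS+L vs LPS, against 0.148 for PBS+L vs LPS. LPS+L vs PBS, at 0.144, was no higher than that. The other contrasts with the PBS mice, which stood apart in tissue markers, were lower still (−0.301 for LPS vs PBS and −0.0986 for PBS+L vs PBS). The value of LPS+L vs PBS therefore cannot decide. An effect of luteolin after LPS may therefore be mixed with sample quality in these 2 mice, and the tests did not separate them.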

How the results depend on the processing

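The blocked list tests, the blocked fits without 1 mouse and the correlation with LPS vs PBS from 1 set alone were chosen after the data were seen, and the other tests of this part were planned. Where no reason is given, the cause was not tested. Unblocked fits without 1 mouse are shifted by the difference between the sets, by construction. Fits without 1 mouse, blocked or not, assume that the lone mouse of a group varies like the other groups. The values per array in the authors' comparison tables were not run as an alternative, since each of these columns equals an array of the deposited value table, 4 of 24 under the heading of another array. Their group averages, which differ from the array means, were not run. A fit on the groups of the comparison has no separate form for the difference of the luteolin effects, and genes under the median have no value under the filter on dim genes. Il6 and Tnf, with fold changes near 0, changed sign under several settings below. Il6 had a signal of 2.61 in PBS mouse 1 and 1.57 in PBS mouse 2, where the background probe sets averaged 2.41 and 1.93. Whether the background caused the sign changes was not tested.

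Single genes kept their direction in most alternatives other than leaving out a mouse: 745 of 777 values for LPS vs PBS, 580 of 625 for LPS+L vs LPS, 729 of 781 for PBS+L vs PBS and 193 of 208 for the difference of the luteolin effects stayed on the same side, 25, 40, 39 and 9 became past the threshold, and 7, 5, 13 and 6 changed sign. Settings that keep the arrays and the probe set leave the fold change of a gene as it is, so no sign could turn in them. These include a block, a variance trend, each array as a sample and the filter on dim genes. The shares that kept their direction were therefore fixed in part in advance. Gene lists kept direction and side of the threshold in 158 of 182, 103 of 126, 162 of 196 and 107 of 143 values. They lost the call in 23, 20, 24 and 33, gained it in 0, 3, 0 and 0, and turned in 1, 0, 10 and 3. The filter on dim genes ended the call in 26 of 47 list values, more than any other setting, the block in 15 and quantile normalization in 14, while a variance trend ended 2. The calls that the filter ended are not named beside their lists. Scaling the arrays mattered for these: quantile normalization ended the calls of antigen presentation (adjusted p = 0.247) and ependymal markers (0.0658) in LPS vs PBS, of the study's fatty acid genes in LPS+L vs LPS (0.0533) and of immediate early genes in PBS+L vs PBS (0.0749), and subtracting array medians those of antigen presentation (0.0727) and neocortex markers (0.0602) in LPS vs PBS and of glucocorticoid genes in PBS+L vs PBS (0.184). With fits on the groups of the comparison alone, 36 of 36 list values stayed on the same side of the threshold.

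With limma on mouse means 0 genes passed in each contrast (27, 90, 41 and 125 at an unadjusted p under 0.05, the same counts as at the study's thresholds on mice). With each array as a sample, 120 genes passed for LPS+L vs LPS, 18 for PBS+L vs PBS and 313 for the difference of the luteolin effects, against 0 for LPS vs PBS (777 at an unadjusted p under 0.05), since arrays of 1 mouse then count as replicates. Array number and mouse number as a block over 16 arrays gave 605, 5569, 2241 and 5892 genes. That setting changed the samples and the block together, and it also counts the 2 arrays of a mouse as replicates. These arrays still correlated at 0.748 after group and set were taken out. The set as a block on mouse means gave 0 genes in each contrast, so these counts rest on arrays as replicates. The study's thresholds on all probe sets with each array as a sample gave 523, 1713, 1029 and 3679 probe sets. An estimated correlation gave 0 lists past the threshold in each of the 4 contrasts, and 0 in each of them with the block. In the blocked fit, leaving out PBS mouse 1 gave 76, 0, 144 and 50 genes past the threshold and leaving out PBS mouse 2 gave 483, 0, 599 and 834, against 0 without any other mouse. These calls can reflect the PBS mouse that remains.

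The mean of all probe sets of a gene put Phgdh at 0.77 for LPS+L vs LPS, 0.020 for PBS+L vs PBS and 0.75 for the difference of the luteolin effects. Quantile normalization put Phgdh at 0.065 and Tnf at −0.0031 for LPS+L vs LPS, Tubb3 at −0.068 for PBS+L vs PBS, and Phgdh at 0.19 and Il6 at −0.036 for the difference. Subtracting array medians put Tnf at −0.0087 for LPS vs PBS, H2-K1 at −0.00031 for LPS+L vs LPS and Il6 at −0.029 for the difference. Array replicate 1 alone put Il6 at 0.022 and Tnf at −0.079 for LPS vs PBS, Tnf at −0.047 for LPS+L vs LPS and Phgdh at 0.0068 for PBS+L vs PBS. Array replicate 2 alone put Il6 at 0.0088 and Tnf at 0.11 for PBS+L vs PBS and Il6 at −0.019 for the difference. The study's gliogenesis genes lower with luteolin, for which test and mean differed in sign, turned in the test with the mouse as a random block (mean 0.041), the mean of probe sets (0.035), array medians subtracted (0.048), the conflicting arrays left out (0.046) or exchanged (0.12) and array replicate 1 alone (0.050).

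Leaving out the arrays with conflicting labels put Tnf at −0.10 for LPS vs PBS. Exchanging their groups put Phgdh at 0.021, Tubb3 at −0.0069, Ccdc153 at 0.044 and the ependymal list at 0.023 for LPS vs PBS. For PBS+L vs PBS the exchange put Phgdh at 0.11, Ttr at 1.03, Tubb3 at −0.21, Bst2 at 0.015, 1500015O10Rik at 0.17, Dynlrb2 at 0.066, Ccdc153 at 0.17 and Egr2 at −0.092, and the myelin, choroid plexus, ependymal and immediate early lists at 0.11, 0.061, 0.060 and −0.10. For the difference of the luteolin effects it put Mbp at −0.094 and the myelin, choroid plexus and ependymal lists at −0.24, −0.32 and −0.20. The exchange mixes PBS mouse 2 with PBS+L mouse 2 and so averages their difference away, by construction.

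Without 1 mouse, LPS vs PBS ran from its value without PBS mouse 1 to that without PBS mouse 2 for Gfap (−1.36 to 2.14), Phgdh (−0.22 to 0.14), Ttr (−1.52 to 2.40), Bdnf (−0.014 to 1.29), Vcam1 (−0.31 to 0.96), Aqp4 (−0.12 to 1.29), Dsp (−0.22 to 2.24), 1500015O10Rik (−4.17 to 0.69), Kcnj13 (−2.70 to 0.11), Dynlrb2 (−1.03 to 0.13), Ccdc153 (−1.24 to 0.49), Otx2 (−1.87 to 0.040) and Enpp2 (−2.12 to 0.28). The same mice bounded the astrocyte (−0.17 to 0.55), myelin (−0.68 to −0.068), dentate gyrus (−0.12 to 0.75), choroid plexus (−1.26 to 0.068) and study neurogenesis lists (−0.45 to −0.11). With PBS mouse 2 at the low end and PBS mouse 1 at the high end were Scn4b (−2.16 to 0.12), Rorb (−0.89 to 0.16), Stard8 (−1.15 to 0.43) and the antigen presentation (0.040 to 0.28), striatum (−1.81 to 0.53) and neocortex lists (−0.64 to 0.39). LPS mouse 2 gave the low and LPS mouse 1 the high end for H2-K1 (−0.25 to 0.71), Tubb3 (−0.37 to 0.63), Cd74 (−0.25 to 1.22), Psmb8 (−0.083 to 0.92), Aif1 (−0.071 to 0.75) and the study's antigen presentation list (0.14 to 0.37), and the reverse held for Il6 (−0.58 to 0.57), Tnf (−0.28 to 0.29) and the ependymal list (−0.34 to 0.029).

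LPS+L vs LPS ran from its value without LPS+L mouse 2 to that without LPS+L mouse 1 for Gfap (−1.57 to 1.06), Phgdh (−0.26 to 0.092), Sema5a (−1.19 to 0.10) and the astrocyte (−0.38 to −0.020), dentate gyrus (−0.37 to −0.19) and study GABAergic synapse lists (−0.26 to −0.074). The immediate early list had the same ends (−0.037 to 0.26), and the microglia list the reverse (−0.22 to −0.071). LPS mouse 1 gave the low and LPS mouse 2 the high end for H2-K1 (−0.45 to 0.52), Tubb3 (−0.24 to 0.77) and Mbp (−0.36 to 0.015), and the reverse held for Il6 (−0.59 to 0.56) and Tnf (−0.24 to 0.33).

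PBS+L vs PBS ran from its value without PBS mouse 1 to that without PBS mouse 2 for Gfap (−1.51 to 1.99), Phgdh (−0.19 to 0.17), Ttr (−2.03 to 1.89), H2-K1 (−0.43 to 0.0056), Bdnf (−0.11 to 1.20), Fibcd1 (−0.33 to 2.72), Ccdc153 (−1.54 to 0.19) and Ppap2b (−0.053 to 0.87). The same ends bounded the astrocyte (−0.16 to 0.56), myelin (−0.53 to 0.088), CA field (0.13 to 0.53), choroid plexus (−1.46 to −0.13), glucocorticoid (−0.039 to 0.37) and study gliogenesis lists (genes lower with luteolin, −0.20 to 0.28). The reverse held for Il6 (−0.55 to 0.49) and the GABAergic neuron (0.12 to 0.15) and striatum lists (−1.997 to 0.35). PBS+L mouse 2 gave the low and PBS+L mouse 1 the high end for Tubb3 (−0.33 to 0.46) and the immediate early (−0.051 to 0.56) and cholesterol lists (0.10 to 0.30), and the reverse held for Tnf (−0.45 to 0.37) and the ependymal list (−0.56 to −0.031).

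The difference of the luteolin effects ran from its value without PBS mouse 2 to that without PBS mouse 1 for Gfap (−2.25 to 1.26), Phgdh (−0.25 to 0.11), Ttr (−3.83 to 0.089) and the astrocyte (−0.76 to −0.039), myelin (−0.22 to 0.40), choroid plexus (−0.13 to 1.20) and glucocorticoid lists (−0.49 to −0.083), with the reverse for the striatum list (−0.67 to 1.68). LPS mouse 1 gave the low and LPS mouse 2 the high end for H2-K1 (−0.24 to 0.73), Tubb3 (−0.30 to 0.70) and Mbp (−0.12 to 0.26), with the reverse for Il6 (−0.56 to 0.59). PBS+L mouse 2 gave the low and PBS+L mouse 1 the high end for Tnf (−0.32 to 0.50) and the ependymal list (−0.11 to 0.42), and LPS+L mouse 2 and LPS+L mouse 1 those of the GABAergic neuron list (−0.35 to −0.18). The correlation of LPS+L vs LPS with LPS vs PBS was 0.13 with LPS vs PBS from set 2 alone and −0.35 with it from set 1 alone. It was 0.23 with LPS vs PBS from set 2 and LPS+L vs LPS from set 1. It held its sign among genes above the median (−0.245) and without the choroid plexus, meninges and blood lists (−0.255).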

Other observations

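The tests of this part were planned, apart from the comparison with the authors' averages, which was chosen after the values were seen. Lists that the study chose for 1 comparison were also tested in the others. Contrasts that share mice with the choice are moved by it, so lists that passed are left out here where the shared mice alone push them the way they went. In LPS+L vs LPS, which shares no mice with PBS+L vs PBS, the study's gliogenesis genes lower with luteolin had a mean of −0.19 (adjusted p = 0.00982, and adjusted p = 0.719 with an estimated correlation). Its neurogenesis genes, chosen as lower in LPS vs PBS, had a mean of −0.17 there (adjusted p = 0.0149, and adjusted p = 0.719 with an estimated correlation), where the shared LPS mice push the other way. In PBS+L vs PBS its fatty acid genes, chosen as lower in LPS+L vs LPS, had a mean of 0.21 (adjusted p = 0.00293, and adjusted p = 0.499 with an estimated correlation) and its GABAergic synapse genes 0.26 (adjusted p = 8.10e-05, and adjusted p = 0.232 with an estimated correlation). The blocked fit ended the fatty acid call (adjusted p = 0.0539) and kept the GABAergic synapse call (0.000315).

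At the study's thresholds, with all probe sets and each array as a sample, LPS vs PBS gave 342 higher and 181 lower probe sets. The number of lower ones was under that reported. LPS+L vs LPS gave 103 higher and 1610 lower, fewer higher and more lower ones than reported. PBS+L vs PBS gave 825 higher and 204 lower. The reported numbers had the smaller count on the higher side, and the reason for the differences was not tested. On mice the same thresholds gave 27, 90 and 41 genes, each fewer than reported.

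The authors' deposited table for LPS vs PBS holds 665 probe sets, 317 higher and 348 lower, and those for LPS+L vs LPS and PBS+L vs PBS hold 1421 (340 higher, 1081 lower) and 1409 (1014 higher, 395 lower) past the same thresholds. Group averages in the authors' deposited tables differed from the arithmetic means of the arrays, with an SD of the difference from 0.184 for LPS in LPS+L vs LPS to 0.424 for PBS in LPS vs PBS. The log2 fold changes there correlated with those here at 0.762 for LPS+L vs LPS (76.8% of the same sign) and 0.577 for PBS+L vs PBS (71.4%), each over 45077 probe sets, which are not independent. The 0.826 for LPS vs PBS (98.5%) is over the 665 probe sets of its table, which were selected by fold change and p, and cannot be compared with them. Of 24 columns with values of single arrays in the authors' deposited tables, 20 held the array of their heading and 4 held that of another array.

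Several named genes had more than 1 probe set: 27 of 53 in LPS vs PBS, 26 of 42 in LPS+L vs LPS, 33 of 53 in PBS+L vs PBS and 10 of 15 in the difference of the luteolin effects. Among them 7, 16, 10 and 5 had at least 1 probe set of the opposite sign. Genes of the hypothalamus averaged 3.79 in PBS mouse 1 against 3.65 to 3.84 in the other mice of its set.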
